A study of Bos taurus with 90 samples.

How the data were processed

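Cattle embryos were produced by in vitro fertilization from oocytes of slaughterhouse ovaries and cultured in a time-lapse incubator, per the labels' protocols. Embryos from the 1-cell to the 8-cell stage were taken apart, and cDNA of each blastomere was made and amplified with the SMART-Seq HT PLUS kit and sequenced as paired-end reads on an Illumina NovaSeq instrument, per the labels. This kit carries no molecular identifiers that the labels mention, so reads of one molecule cannot be collapsed and counting intervals would cover counting error alone.

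The values used were expected counts per gene, which the authors deposited as a single table and which STAR and RSEM produced per the series' design text. Versions, genome build, annotation and any filter on reads or genes are not stated. Of all table entries 0.0673% were not whole, and all values were rounded to whole numbers before testing. The table held 28335 gene rows and 90 columns, each matched by its name to the labels of a single sample, and no column was left over. Names were used as given. Of these 24056 matched a current symbol of the reference gene table ARS-UCD2.0 and 334 an older symbol alone. Names of the LOC type made up 10102 rows, 26 rows carried names turned into dates and are never named here, and 2 rows had a repeated name. No mitochondrial gene was among the rows, and genome coordinates were not used because the build is not stated.

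Embryo identity came from the labels and the embryo was the replicate for stage comparisons. Every embryo was seen at a single stage, so equal embryo numbers at different stages do not mark the same embryo. No pair of columns was identical, and chi-square per degree of freedom between sister libraries was at least 2.18, where sampling noise alone gives about 1. Stage comparisons used edgeR 4.0.16 in R 4.3.3 on counts summed over each embryo's blastomeres, with filterByExpr on stage, TMM scaling, a fit over all 4 stages and the quasi-likelihood F test. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Standard errors were the log2 fold change divided by the square root of F. Gene lists were tested with camera of limma 3.58.1, adjusted over 9 tests. The lists held 22 maternal, 18 activation and 30 lineage genes, the last made of 9 inner cell mass, 7 hypoblast, 12 trophectoderm and 2 regulator genes. Differences between embryos of a stage were tested with the same edgeR test across embryos on blastomere counts.

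For comparisons between blastomeres, each library was thinned at random to the lowest total of 823511 counts, which left out 0 blastomeres, and values were log2(CPM + 1). Dissimilarity was 1 minus Pearson's r over genes with a mean of at least 10 CPM over the stage means. Between-embryo and within-embryo pairs were compared with 100000 permutations of blastomeres among embryos of a stage, and per-embryo means with an exact permutation test. Principal components used 1000 genes of largest variance, and 10 components were clustered by Ward's method. Within-embryo SDs of lineage genes of at least 1 CPM were ranked among 100 genes nearest in mean and placed among 10000 random lists. Module scores were means of z-scores centred on the embryo, and their correlations were tested by permuting blastomeres within embryos. The shared axis was the first principal component of 1000 genes centred on the embryo, learned without the held-out embryo, and was set against 1000 shuffles of its loadings. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0 were used.

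The rule for naming genes, the gene lists, the comparisons and the alternatives, apart from 3 added later, were set before the data were examined. The genes named are, for each stage comparison, the 4 largest rises and 4 largest falls among called genes that carry a symbol, reach 50 CPM in the higher stage and have separated embryos. For differences between embryos they are the 4 genes of smallest p with a symbol and at least 50 CPM at the 4-cell and 8-cell stages, and the genes of the fixed lists are added. The single lineage genes named for their spread between sisters were chosen after their values were seen.

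The stage test, the test across embryos, the permutation test of dissimilarity and the held-out axis were tested on simulated data. The list tests, the clustering, the dispersion percentiles, the module correlations and the exact permutation tests were not. With 200 genes changed 4-fold, the stage test over 10670 genes called 95.9% of the tested changed genes between the 1-cell and 2-cell stages and 2 unchanged genes. The shares were 94.9% over 10643 genes for the 2-cell and 4-cell stages and 90.1% over 10640 genes for the 4-cell and 8-cell stages. With an embryo effect planted in 200 genes, the test across embryos called 94.4% of them over 9495 genes at the 2-cell stage, 86.7% over 9036 genes at the 4-cell stage and 78.4% over 9943 genes at the 8-cell stage. It also called 16, 12 and 4 genes without a planted effect at these stages. In 20 simulations over 28335 genes without an embryo effect, the dissimilarity test passed 0.05 in 0 runs at the 2-cell stage, 2 at the 4-cell stage and 0 at the 8-cell stage, and with a planted effect in all 20 at each. The share of the held-out axis averaged 0.0855% at the 4-cell stage without a planted axis and 59.1% with it.

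Depth sets a floor of 3 counts, which for single libraries is between 2.02 and 3.64 CPM at the 1-cell stage and between 0.709 and 3.23 CPM at the 8-cell stage. It covers counting error only. Alternatives covered scaling, the expression filter, the stages in the fit, blastomere-level fits, thinning, pseudocounts, DESeq2 1.42.0, gene numbers, and leaving out embryos. Transcript length and GC content were not used here.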

Results

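Single-cell RNA sequencing was performed on blastomeres, the cells of the cleaving embryo, isolated from cattle embryos made by in vitro fertilization. The data covered 10 embryos at the 1-cell stage, 10 at the 2-cell stage, 5 at the 4-cell stage and 5 at the 8-cell stage, and every blastomere of each embryo had its own library, which gave 90 libraries. Each embryo was sampled at a single stage, so the embryo was taken as the replicate. Values were estimated counts per gene for 28335 gene rows. Total counts per blastomere ranged from 823511 to 1484324 at the 1-cell stage, from 1194443 to 2088160 at the 2-cell stage, from 906184 to 2319832 at the 4-cell stage and from 929103 to 4229111 at the 8-cell stage. Genes with at least 1 count per library, averaged within embryos, numbered 11687 ± 865 (SD between embryos) at the 1-cell and 12843 ± 309 at the 2-cell stage. They numbered 12451 ± 359 at the 4-cell and 12336 ± 334 at the 8-cell stage. Averaged in the same way, the 10 most abundant genes took 15.2% ± 4.58 (SD between embryos) of the counts at the 1-cell stage. At the 8-cell stage they took 7.25% ± 0.450. No pair of libraries was identical.

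Principal component analysis was used to ask how far stage and embryo ordered the transcriptomes. On the 1000 most variable genes the first component held 39.1% of the variance and the second 13.8%. The embryo mean of the first component was -50.2 ± 7.12 (SD, n = 10) at the 1-cell stage, -27.5 ± 4.67 (n = 10) at the 2-cell stage, -6.53 ± 9.83 (n = 5) at the 4-cell stage and 29.6 ± 4.59 (n = 5) at the 8-cell stage. When 4 clusters were requested, 10 libraries formed a cluster holding all of the 1-cell stage, and another joined the 20 2-cell blastomeres with 18 of the 4-cell blastomeres. The 8-cell blastomeres were divided between a cluster of 11 and a cluster of 29, the latter with 2 4-cell blastomeres. The adjusted Rand index against stage was 0.548, where 1 is complete agreement and 0 is chance. This index depended on single embryos, since it was 0.962 without 8-cell embryo 3 and 0.892 without 8-cell embryo 2. Within a stage, clusters cut at the number of embryos gave an adjusted Rand index against embryo of 0.683 at the 2-cell, 0.334 at the 4-cell and 0.291 at the 8-cell stage.

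**Figure D1:**
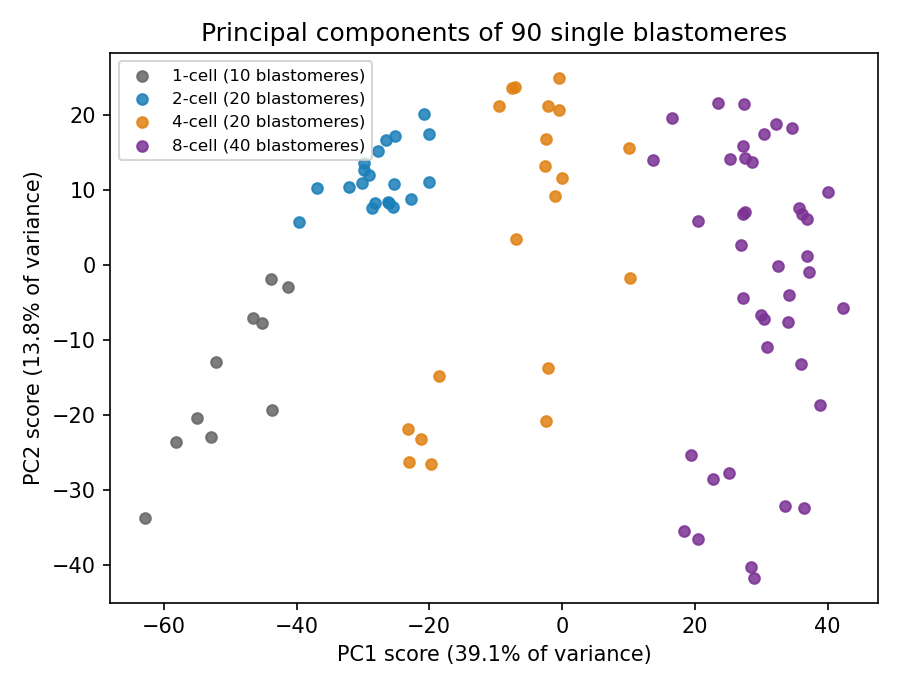
Scores of the 90 blastomeres on the first (horizontal, 39.1% of variance) and second (vertical, 13.8%) principal components of log2(CPM + 1) for 1000 genes, with each point a blastomere coloured by stage. Stage means of the first component run from -50.2 at the 1-cell stage to 29.6 at the 8-cell stage.

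Consecutive stages were compared to find which transcripts changed with each division. Counts were summed over the blastomeres of each embryo and 10913 genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, calling genes at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Between the 1-cell and 2-cell stages 2891 genes passed, 1714 higher and 1177 lower at the 2-cell stage. Without the fold-change minimum the number was 5559, and with a test against a log2 fold change of 1 (glmTreat) it was 667. The balance of higher and lower calls depended on the scaling, because library size alone gave 2749 higher and 544 lower genes. It also moved the median log2 fold change of all genes from 0.10 to 0.44. In 634 of the called genes the 10 embryos of one stage did not overlap the 10 of the other, and such separation was found for 7.08% of all tested genes against 0.00108% by chance. The largest rises with separated embryos were those of TRAF4, SH3GL1, MKRN2 and RASGEF1A. MKRN2 rose from 26.9 ± 11.1 to 141 ± 27.6 CPM (read counts scaled to a common library size, here with TMM factors; SD, n = 10 and 10), a log2 fold change of 2.34 ± 0.23 (SE) with an edgeR adjusted p of 5.65e-09. SMIM8, ATP5MD, C14H8orf59 and NDUFB4 had the largest falls. NDUFB4 went from 284 ± 216 to 50.8 ± 17.5 CPM, a log2 fold change of -2.46 ± 0.29 (SE) with an edgeR adjusted p of 4.06e-08.

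From the 2-cell to the 4-cell stage 743 genes were called, 400 higher and 343 lower at the 4-cell stage. Scaling by library size alone gave 476 higher and 263 lower genes, and DESeq2 size factors gave 498 higher and 259 lower genes. The balance turned with blastomere 1 of each embryo alone, at 249 higher and 340 lower, and in a limma voom fit of blastomeres, at 349 and 432. Only 6 genes passed the test against a log2 fold change of 1. Embryos of the stages were separated for 265 called genes and for 6.24% of all tested genes, against 0.0666% by chance. JPT2, BRPF3, FOXN1 and KIF3C rose most. BRPF3 went from 190 ± 38.1 CPM (SD, n = 10) to 682 ± 179 CPM (n = 5), a log2 fold change of 1.85 ± 0.18 (SE) with an edgeR adjusted p of 1.57e-08. FMR1, UCHL1, ZC3H8 and NFKBIA fell most. The level of FMR1 was 81.2 ± 26.2 CPM at the 2-cell and 18.5 ± 5.57 CPM at the 4-cell stage, a log2 fold change of -2.13 ± 0.28 (SE) with an edgeR adjusted p of 6.42e-06.

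Between the 4-cell and 8-cell stages 385 genes were called, 179 higher and 206 lower at the 8-cell stage. This balance depended on the settings, since DESeq2 size factors gave 210 higher and 170 lower genes, no expression filter 314 and 238, these stages alone 224 and 178, the DESeq2 Wald test 277 and 206, and glmTreat 48 and 16. The limma voom fit of blastomeres gave 196 higher and 389 lower. The number was 241 without 4-cell embryo 5 and 517 without 4-cell embryo 2. Embryos were separated for 245 called genes and for 9.05% of all tested genes, against 0.794% by chance. The largest rises were in MBD3L3, SGK1, ID2 and SUPT4H1. At the 4-cell stage MBD3L3, SGK1 and ID2 each had at most 5 counts in any embryo, so their fitted fold changes depend on the prior count and are not given. MBD3L3 was at 0.337 ± 0.398 CPM in 4-cell and 102 ± 46.7 CPM in 8-cell embryos (SD, n = 5 and 5), with an edgeR adjusted p of 3.71e-11. SUPT4H1 was at 1.98 ± 2.38 CPM and 201 ± 85.1 CPM respectively, with an edgeR adjusted p of 3.76e-11. MBD3L3 is named as a member of a gene family, and how reads shared with near-identical copies were divided was not examined. The largest falls were those of SQSTM1, UCHL1, NADK2 and TBC1D15. UCHL1 fell in both of the later comparisons, from 191 ± 61.8 CPM at the 2-cell to 61.9 ± 30.6 CPM at the 4-cell and 6.94 ± 3.06 CPM at the 8-cell stage. At the 2-cell stage embryo 10 stood apart, at 345 CPM. SQSTM1 went from 260 ± 204 to 14.5 ± 10.3 CPM, a log2 fold change of -4.16 ± 0.52 (SE) with an edgeR adjusted p of 5.79e-07.

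**Figure D2:**
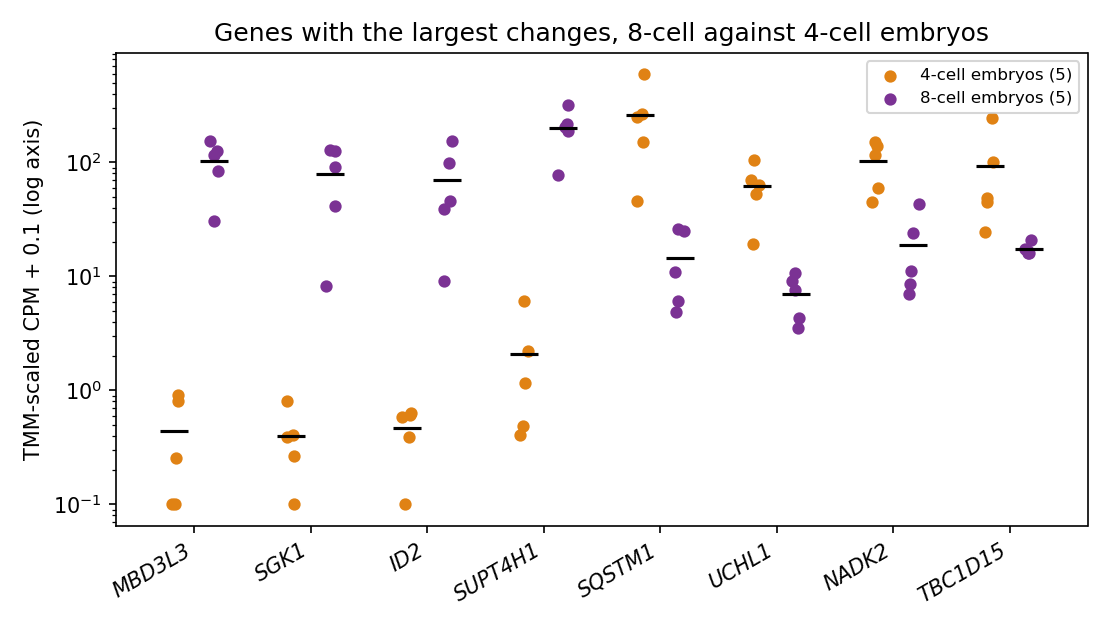
TMM-scaled CPM plus 0.1 on a log axis for the 8 genes with the largest changes between 4-cell and 8-cell embryos, with each point an embryo (5 per stage) and a black line at the mean. The embryos of the stages do not overlap for any of the 8 genes, and MBD3L3 has a mean of 0.337 CPM at the 4-cell and 102 CPM at the 8-cell stage.

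Gene lists fixed in advance were used to ask whether oocyte transcripts fell and whether genome-activation or lineage transcripts rose. None of the 9 tests of 3 lists in 3 comparisons passed an adjusted p of 0.05 with camera. The largest median change was that of the 7 tested activation genes between the 4-cell and 8-cell stages, where the median log2 fold change was 0.60, the mean 1.11, the camera p 0.0146 and its adjusted value 0.132. This comparison passed under fry, with an adjusted p of 0.000315, and did not under camera with an estimated correlation, with an adjusted p of 0.166. Its adjusted p ranged from 3.73e-05 to 0.203 over all alternatives. The outcome changed when embryos were left out. It passed without 8-cell embryo 1 (median 0.89, adjusted p 3.73e-05). It also passed without any 1 of the 5 4-cell embryos (medians from 0.77 to 1.18, adjusted p from 0.000871 to 0.00704). All leave-out fits tested more genes than the 10913 of the main fit. The number was 11097 to 11123 where the list passed and 11081 to 11107 where it did not. The number of genes tested thus does not part these fits. Which genes of the list entered each fit was not examined. A part played by single embryos therefore cannot be told apart from a change in the list genes tested. The filter kept KLF17, described below, out of the main test. The adjusted camera p of the other 8 tests lay between 0.901 and 0.924, and none of them passed under fry or the estimated correlation. Of these 7 genes 2 were higher at an adjusted p under 0.05 over all genes tested and 3 when adjusted over the list alone. SNAI1 went from 9.83 ± 1.94 to 89.9 ± 60.04 CPM (SD, n = 5 and 5; scaled by library size), a log2 fold change of 3.21 ± 0.38 (SE) with an edgeR adjusted p of 2.41e-07. DUXA rose from 1.70 ± 1.76 to 18.3 ± 12.6 CPM, a log2 fold change of 3.44 ± 0.79 (SE) with an edgeR adjusted p of 0.00528. KLF17 had 0 counts in every 1-cell, 2-cell and 4-cell embryo and 14.6 ± 8.62 CPM (SD, n = 5) at the 8-cell stage. It was below the expression filter. Without the filter KLF17 was higher at the 8-cell than at the 4-cell stage, with an edgeR adjusted p of 1.24e-07. A count of 0 allows up to between 2.02 and 3.64 CPM in a 1-cell embryo and up to between 0.335 and 0.566 CPM in a 4-cell embryo. Among the 18 activation genes, LEUTX, TPRX1, KDM4E, NANOGNB and TRIM43 were not analysed here under those names.

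The 22 maternal genes moved in both directions. Between the 1-cell and 2-cell stages 9 were higher and 6 lower at an adjusted p under 0.05, the same numbers over all genes and adjusted over the list alone, and their median log2 fold change was 0.13. DPPA3 fell from 9356 ± 2562 to 3794 ± 837 CPM (SD, n = 10 and 10; scaled by library size), with an edgeR adjusted p of 2.58e-08, while PADI6 rose from 45.1 ± 25.4 to 191 ± 33.8 CPM, with an edgeR adjusted p of 1.04e-08. Here and in the stage comparisons above, CPM is relative to the other transcripts. A rise or fall in CPM therefore does not by itself show that molecules were gained or lost. From the 2-cell to the 4-cell stage 4 maternal genes were higher and 4 lower by both adjustments, with a median of -0.05 and a mean of 0.03. From the 4-cell to the 8-cell stage 2 were lower over all genes and 3 adjusted over the list alone, with a median of 0.01 and a mean of -0.12. For the 14 tested lineage genes the medians were 0.20, -0.02 and 0.04 with means of 0.01, -0.15 and 0.12, and the numbers were 3 higher and 2 lower, then 0 higher and 2 lower, then 1 higher and 0 lower over the successive comparisons, equal under both adjustments. The expression filter left out further list genes. Without it PDGFRA (3.37 ± 2.25 CPM at the 8-cell stage; edgeR adjusted p 5.10e-05) and NANOG (0.963 ± 1.29 CPM; edgeR adjusted p 0.0173), both with 0 counts in every earlier embryo, were higher at the 8-cell than at the 4-cell stage. So was the activation gene MYC (1.40 ± 1.67 CPM against 0.0275 ± 0.0616 CPM; edgeR adjusted p 0.0215). CDX2 was higher at the 2-cell than at the 1-cell stage (2.16 ± 1.17 CPM against 0.156 ± 0.331 CPM; edgeR adjusted p 0.000845), with 2 counts in all 1-cell embryos together. Activation genes showed 1 lower gene in the first comparison and 1 higher gene in the second by both adjustments. The median and mean of the activation list differed in sign in the first comparison, at 0.21 and -0.03. In the second both were negative, at -0.35 and -0.05, while camera gave the direction as up.

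Sister blastomeres were compared with blastomeres of other embryos to measure divergence inside the embryo. Every library was thinned to 823511 counts, and dissimilarity was 1 minus Pearson's r of log2(CPM + 1) over 7321 genes. The mean dissimilarity between sisters was 0.0434 ± 0.00691 (SD, n = 10 embryos) at the 2-cell stage, 0.0663 ± 0.0125 (n = 5) at the 4-cell stage and 0.104 ± 0.0148 (n = 5) at the 8-cell stage. The rise was 0.0229 from the 2-cell to the 4-cell stage, with an exact two-sided permutation p of 0.00200 and an adjusted p of 0.00400 over 2 comparisons. It was 0.0375 from the 4-cell to the 8-cell stage, with an exact two-sided permutation p of 0.00794 and an adjusted p of 0.00794. The latter p is the smallest that 5 against 5 embryos can give. With genes of at least 50 CPM alone, the rise from the 4-cell to the 8-cell stage was 0.0320 and no longer passed, with an exact permutation p of 0.0794, against a range of adjusted p from 0.00794 to 0.0794 over all alternatives. Dissimilarity to blastomeres of other embryos was 0.0761 ± 0.00448 (SD) at the 2-cell, 0.114 ± 0.0143 at the 4-cell and 0.143 ± 0.00631 at the 8-cell stage. It exceeded the dissimilarity between sisters by 0.0327, 0.0479 and 0.0390 respectively, and the 4-cell value was 0.0293 without embryo 5. Each one-sided permutation p was 1e-05, the smallest that 100000 permutations can give, and 1e-05 after adjustment over 3 stages. This excess did not differ between the 2-cell and 4-cell stages (exact permutation p 0.0679, adjusted 0.136) or between the 4-cell and 8-cell stages (exact permutation p 0.468). Among 1-cell embryos, the mean dissimilarity to the other embryos was 0.0927 ± 0.0126 (SD, n = 10).

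**Figure D3:**
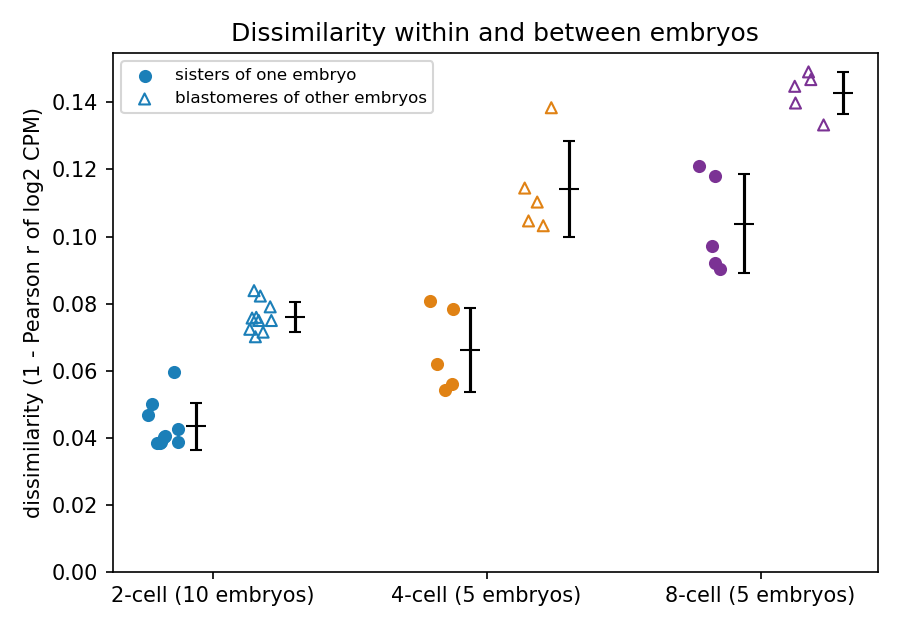
Dissimilarity (vertical axis, 1 minus Pearson's r of log2 CPM, no unit) for each embryo at the 2-cell (10 embryos), 4-cell (5) and 8-cell (5) stages. Filled circles are means between sisters of an embryo, open triangles are means to blastomeres of other embryos, and bars give the stage mean and SD, with sister means of 0.0434, 0.0663 and 0.104.

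Genes differing between embryos of a stage by more than between sisters were sought with edgeR's quasi-likelihood F test across embryos. At an adjusted p under 0.05 they numbered 5133 of 9873 tested (52.0%) at the 2-cell stage, 4906 of 9273 (52.9%) at the 4-cell stage and 5175 of 10164 (50.9%) at the 8-cell stage. Leaving out 4-cell embryo 5 reduced the 4-cell number to 3007. The median share of variance lying between embryos was 46.04%, 40.5% and 24.9% at the successive stages over all tested genes, and 65.8%, 56.8% and 45.02% for genes of at least 50 CPM. These tests count blastomeres of an embryo as the replicates and describe these embryos. The smallest p values at the 4-cell stage were those of LDHA, AMDHD1, FTL and TBC1D15. LDHA was at 4123 ± 161 CPM (SD over 4 sisters) in embryo 5 and between 875 and 1197 CPM in the other embryos, with an edgeR adjusted p of 3.21e-16. At the 8-cell stage they were those of ZFAND6, OOSP2, RBBP7 and ACCSL. The mean level of ZFAND6 over 8 sisters was 218, 911, 298, 1058 and 194 CPM in embryos 1 to 5, with SDs between 21.1 and 61.5 CPM and an edgeR adjusted p of 1.75e-28.

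The study's title concerns cell fate bias, so lineage genes were examined for differences between sisters. The SD between sisters of each lineage gene was ranked among the 100 genes nearest in mean expression. The median percentile was 27 for 16 genes at the 2-cell stage, 37 for 15 genes at the 4-cell stage and 28 for 18 genes at the 8-cell stage, where 50 is the middle of the comparison genes. Among 10000 random lists of like expression these medians lay at percentiles 1.78, 13.1 and 1.67. These ranks were unstable, since the 2-cell rank was 25.5 on counts not thinned, the 4-cell rank 29.3 without embryo 1, and the 8-cell rank 0.21 without embryo 4 and 6.92 without embryo 3. Single embryos gave 48.6 ± 10.2 (SD, n = 10), 50.8 ± 8.17 (n = 5) and 39.1 ± 9.53 (n = 5). On counts that were not thinned the 2-cell median was 43. Individual genes differed, and at the 8-cell stage SALL4 stood at percentile 99 with an SD between sisters of 1.26 on the log2 scale, whereas POU5F1 and GDF3 stood at percentile 4. Scores of inner cell mass genes and trophectoderm genes were then correlated over blastomeres after centring on the embryo. At the 4-cell stage Pearson's r was 0.03 (permutation p 0.906, adjusted 0.906) and Spearman's rho 0.16 (permutation p 0.550, adjusted 0.832) over 20 blastomeres. At the 8-cell stage r was -0.07 (permutation p 0.648, adjusted 0.906) and rho -0.04 (permutation p 0.832, adjusted 0.832) over 40 blastomeres. Without the 2 blastomeres farthest from the median inner cell mass score, r was -0.12 and -0.06.

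Finally, the main axis of variation between sisters was learned in 4 embryos and applied to the fifth, to ask whether sisters differed along the same direction in different embryos. The axis held 24.4% ± 17.9 (SD, n = 5) of the variance between sisters of the held-out embryo at the 4-cell stage and 23.1% ± 13.9 (n = 5) at the 8-cell stage. Axes with loadings shuffled among genes of like expression held at most 9.33% and 9.21% in 1000 shuffles. The shares were uneven among the held-out embryos. At the 4-cell stage embryos 1 to 5 gave 11.2%, 38.1%, 41.2%, 31.4% and 0.107%, and at the 8-cell stage 30.5%, 34.1%, 34.8%, 9.47% and 6.47%. The 4-cell mean was 15.9% without embryo 2. Removing the number of genes detected reduced the mean shares to 12.9% and 17.1%.

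**Figure D4:**
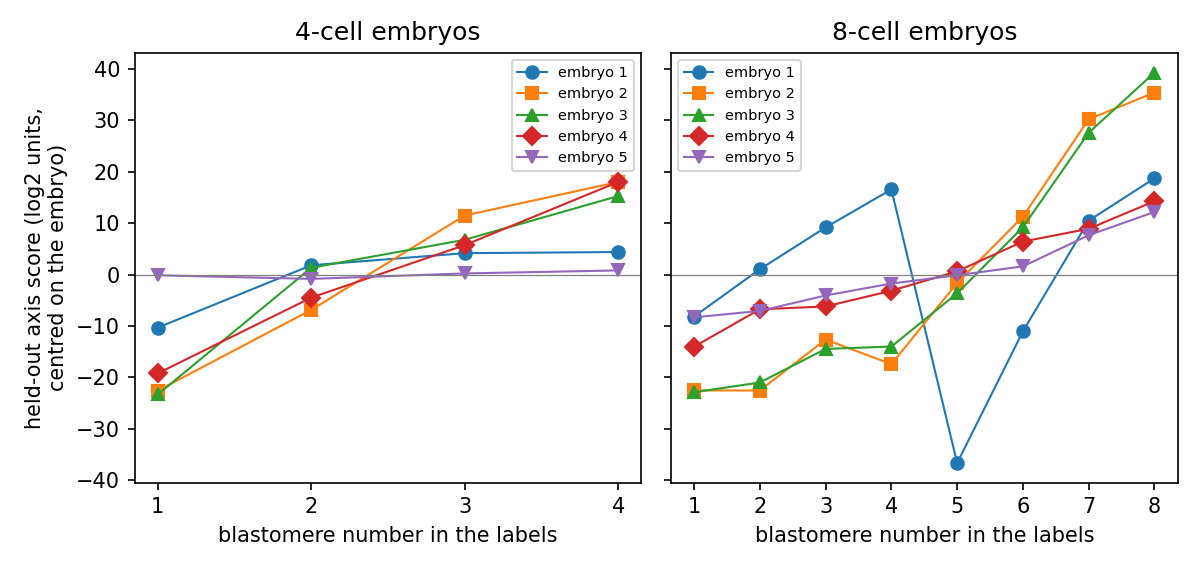
Score of each blastomere on the axis learned in the other embryos (vertical, log2 units, centred on the embryo) against the blastomere number in the labels (horizontal), for 5 4-cell embryos on the left and 5 8-cell embryos on the right, with a line for each embryo. Scores are in full order of the number in 4 of the 4-cell and 3 of the 8-cell embryos.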

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

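The tests of library size, of genes detected, of genes taking most of the counts and of a label swap were chosen after the result was seen, and those of an accident of one library before. Values per embryo of the dissimilarities, library measures and named genes were examined for a single embryo lying far from the others of its stage, with Dixon's ratio at its 95% critical value. Of 77 groups tested, 7 held such an embryo. The critical value gives about 1 in 20 by chance for normal values in groups chosen without regard to them. Many of these groups were genes named for their values in these data, so that rate does not apply to them.

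The 1-cell embryo 1 had a mean dissimilarity of 0.124 to the other 1-cell embryos, which ranged from 0.0786 to 0.0968. Its total count of 977531 lay inside the range of the others, which argues against library size. A few genes taking most of the counts remain a candidate explanation: its 100 most abundant genes took 43.4% of the counts, above the other 1-cell libraries, of which the next held 40.2% at embryo 5. A less complex library and a less healthy embryo would both look like this, and with a single library per 1-cell embryo they were not told apart. No biological explanation was tested.

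Within the 4-cell group LDHA stood at 4123 CPM in embryo 5, against 875 to 1197 CPM in the others. All 4 of its blastomeres lay above the mean of every other embryo, which argues against an accident of one library. Embryo 5 was unusual in other ways too, since it shared 0.107% of its variance between sisters with the axis of the other embryos, and leaving it out reduced the number of genes differing between 4-cell embryos from 4906 to 3007. A label swap with the 1-cell or 8-cell stage is argued against, since its blastomeres clustered in 4 of 4 cases with the 2-cell and most 4-cell blastomeres. This cluster does not part the 2-cell from the 4-cell stage. Over 1173 genes that separated the 2-cell embryos from the other 4-cell embryos, embryo 5 lay on the 4-cell side for 52.003%. Embryos tested in the same way, each with genes chosen without it, gave 4.01% to 35.5% at the 2-cell stage and 61.1% to 95.3% for the other 4-cell embryos. It lay above every 2-cell embryo, which the test had been set to read as arguing against a swap with the 2-cell stage, but also below every other 4-cell embryo. On the third principal component its blastomeres lay between -17.8 and -15.2, inside the range of the other 4-cell blastomeres (-25.6 to -6.21) and outside that of the 2-cell blastomeres (-6.09 to 8.78), which argues against this swap as well. The first component, which holds more of the variance, did not part it from the 2-cell stage. There its blastomeres lay between -23.2 and -19.8, with 3 of 4 inside the 2-cell range (-39.6 to -20.02). None lay inside the range of the other 4-cell blastomeres (-18.6 to 10.2). On the second component its blastomeres lay between -26.5 and -21.8, below both groups. The 2-cell blastomeres ranged from 5.77 to 20.1 there, and the other 4-cell blastomeres from -20.8 to 24.9. Only 3 of its 4 blastomeres lay inside the range of the other 4-cell blastomeres in both total count and genes detected, so a part played by genes detected was not excluded. Differences in parents, oocyte quality or time since division stay open, as the labels give none of them.

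In the 8-cell group ACCSL was at 11326 CPM in embryo 4, with the others between 5306 and 6790 CPM, and 8 of its 8 blastomeres lay above the mean of every other embryo. An accident of one library is argued against here too. TBC1D15 was at 20.7 CPM in the same embryo, against 15.9 to 17.3 CPM, a small gap. For TBC1D15 4 of 8 blastomeres were above every other embryo's mean, and single libraries could not be excluded as its source. No biological explanation was tested for either gene.

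At the 2-cell stage, embryo 9 was highest for ATP5MD, at 33.8 CPM against 12.3 to 22.04 CPM, and for C14H8orf59, at 41.9 CPM against 12.6 to 27.1 CPM. Embryo 10 was highest for UCHL1, at 345 CPM against 113 to 213 CPM. In each case 2 of 2 sisters lay above the mean of every other embryo, which argues against an accident of one library. ATP5MD and C14H8orf59 were named as falling from the 1-cell to the 2-cell stage, and both stayed separated from the 1-cell embryos despite embryo 9. No biological explanation was tested for them.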

How the results depend on the processing

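Camera with an estimated correlation, sister pairs with adjacent numbers and the removal of blastomere number were added after seeing the data. The other alternatives were planned. Leaving out blastomeres with few genes removed none, since the lowest library had 83.4% of its stage's median number of genes, and no mitochondrial gene was among the rows, so neither alternative was run.

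Of the comparisons of a called number of genes, those between stages moved most with the threshold on fold change. Without a fold-change minimum 5559, 2020 and 726 genes passed in the successive comparisons, and with glmTreat 667, 6 and 64, because these settings change what is asked. For the 4-cell and 8-cell stages the number was 249 on embryo sums thinned to the lowest total, where fewer genes were tested, and 585 in a limma voom fit of blastomeres with embryo as a random block. The cause of the latter was not tested. All other settings gave numbers within 1.5 times of the reported ones. Leaving out single embryos gave 506 to 1006 genes between the 2-cell and 4-cell stages, 241 to 517 between the 4-cell and 8-cell stages, 3007 to 4662 for genes differing between 4-cell embryos and 3555 to 4853 between 8-cell embryos. Chance is excluded as the source of these numbers, as 1 of 100 splits of the samples, the real split itself, gave as many genes in each of the 3 stage comparisons and each of the 3 tests across embryos.

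Embryo numbers do not pair embryos of different stages, as the correlation of deviations of equally numbered embryos ranged from -0.12 to 0.11, from -0.18 to 0.11 and from -0.30 to 0.48 in the successive comparisons. With the number as a block the called genes were 2127, 569 and 335. Under the block the activation list had medians of -0.0623, 0.0635 and 0.90 in the successive comparisons, the last now past the threshold. The maternal list had 0.0712 for the 4-cell against the 2-cell stage and -0.0518 for the 8-cell against the 4-cell stage.

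The activation list between the 4-cell and 8-cell stages, with a median of 0.60, also passed without the filter (0.58), with these stages alone (0.87) and under fry (0.60), with adjusted p between 3.73e-05 and 0.203 over all alternatives. It also passed in 6 of 10 settings that leave out an embryo. Its median ranged from 0.30 to 1.18 on leaving out single embryos, and 4 of 100 splits gave a median as far from 0, but it is the most extreme of 9 list medians and is not adjusted for that, so chance is not excluded for it. Nor is it for the other lists. The maternal list reached its median in 10, 66 and 92 of 100 splits in the successive comparisons, the lineage list in 6, 87 and 68, and the activation list in 25 and 10 in the first and second.

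None of the list medians that changed sign had passed the threshold. Between the 2-cell and 4-cell stages, library size alone gave 0.0203 for the maternal and 0.0392 for the lineage list, DESeq2 size factors 0.0264 and 0.0533, and no filter 0.00947 and 0.0149. The lineage list had 0.00121 with these stages alone. With blastomere 1 alone the maternal, activation and lineage lists had 0.0110, 0.0325 and 0.12, and the activation list had 0.27 on thinned sums and 0.0289 in the random-block fit. Between the 1-cell and 2-cell stages the activation list had -0.15 with these stages alone and -0.21 with blastomere 1 alone. For the 8-cell against the 4-cell stage, the maternal list had -0.0119 with these stages alone and -0.0245 in the random-block fit. The lineage list had -0.0985 with blastomere 1 alone, -0.0924 on thinned sums and -0.0965 in the random-block fit. Leaving out embryos gave -0.0930 to 0.0123 for the maternal, -0.23 to -0.08 for the activation and -0.25 to -0.0425 for the lineage list between the 2-cell and 4-cell stages. Between the 4-cell and 8-cell stages it gave -0.0371 to 0.0200 for the maternal and 0.00509 to 0.18 for the lineage list. The cause of these changes was not tested.

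The excess of dissimilarity between embryos passed under every setting run. The rise between sisters from the 2-cell to the 4-cell stage did so too, at 0.0135 to 0.0287, as did that to the 8-cell stage except with genes of at least 50 CPM, where it was 0.0320. Leaving out embryos gave 0.0192 to 0.0258 and 0.0339 to 0.0412. The correlation of the lineage modules never passed, over a range from -0.25 to 0.40 at the 4-cell stage, highest on counts not thinned, and from -0.23, without z-scores, to 0.24 at the 8-cell stage. At the 8-cell stage it was 0.24 on counts not thinned and 0.18 with genes of at least 10 CPM, and at the 4-cell stage -0.0747 with genes of at least 10 CPM and -0.25 with genes detected removed. Leaving out embryos gave -0.0730 to 0.22 and -0.12 to 0.12. The adjusted Rand index was between 0.529 and 0.608 under other settings, and between 0.519 and 0.962 on leaving out embryos, with 0.892 and 0.962 without 8-cell embryos 2 and 3. It has no spread between replicates, so the SD of its leave-out values, 0.156, was taken as one. The dispersion percentile at the 2-cell stage was 43 on counts not thinned. The cause of these changes was not tested.

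The share along the common axis stayed above every shuffle under all settings, at 10.8% or more at the 4-cell and 10.4% or more at the 8-cell stage, both lowest with blastomere number removed. Among 629 values of named genes under alternatives, 610 kept their direction and call, 19 kept their direction but not their call and 0 changed direction. The 19 were values of EIF1AX, DAB2, ATP1B1 and OOEP. Depth limits the 4-cell levels of MBD3L3, SGK1 and ID2, which rest on at most 5 counts per embryo.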

Other observations

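The tests in this part were chosen after the result was seen, apart from the comparison of genes risen at the 8-cell stage with random gene sets of like abundance. For the order by blastomere number, total count and genes detected were first removed together, and separately once that result was known.

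The number given to a blastomere in the labels followed the axis along which sisters differed. The score on the axis learned in the other embryos rose with the number, with a mean Spearman's rho of 0.96 over 5 4-cell embryos and 0.86 over 5 8-cell embryos. Each permutation p was 1e-05, the smallest that 100000 permutations can give, and 1e-05 after adjustment over 2 stages. The order was weakest in 8-cell embryo 1, with a rho of 0.36, and in 4-cell embryo 5, whose scores spanned 1.64 units against 14.7 to 40.5 in the other 4-cell embryos. Across 6650 genes, the slope of expression on blastomere number at the 4-cell stage correlated with that at the 8-cell stage, with a Pearson's r of 0.77. Genes are not independent replicates, so numbers were permuted within the 4-cell embryos, and 0 of 1000 permutations reached this value. The highest absolute value among them was 0.73, so the margin was narrow. The same correlation was 0.02 between the 2-cell and 4-cell stages and -0.01 between the 2-cell and 8-cell stages. At the 8-cell stage VAPA, chosen after its values were seen, was at 56.1 ± 25.7 CPM (SD, n = 5) in blastomeres numbered 1 and at 1149 ± 31.4 CPM in those numbered 8. It was higher in the last than in the first number in 5 of 5 embryos at both stages. SRSF9, RNF126 and RBM17 were the others among the 4 largest slopes shared by both stages, and SRSF9 and RBM17 were higher in the last number in 4 of 5 4-cell embryos.

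Several technical explanations for this order were weighed. Library size is argued against, as the mean rho was 0.79 over 10 embryos after total count was removed within embryos, with adjusted permutation p of 0.000370 and 2.00e-05 at the 4-cell and 8-cell stages. A few genes taking most of the counts are argued against as the whole source, since the order stayed with the share of the 100 most abundant genes removed within embryos. It was weaker, with a mean rho of 0.51 over 10 embryos, 0.64 at the 4-cell and 0.38 at the 8-cell stage (adjusted permutation p 0.0245 for each). Removing genes detected brought the mean rho down to 0.31, with 0.20 at the 4-cell stage (adjusted permutation p 0.494) and 0.43 at the 8-cell stage (adjusted permutation p 0.0201). Genes detected itself rose with the number, with a mean rho of 0.84 at the 4-cell and 0.59 at the 8-cell stage, so it may be a part of the pattern or its source, and these cannot be told apart. A delay in handling that grows with the number stays open. In 2-cell embryos the second blastomere was higher along the 4-cell axis in 5 of 10 pairs, which gives no sign of it at that stage but does not bear on longer series of blastomeres. Numbers given after sorting on expression also stay open, since blastomeres were in full order in 7 of 10 embryos and a sort on a related measure could give this. The labels do not say how blastomeres were numbered. Order of division or lineage seen in time-lapse culture is a biological candidate explanation, and it was not tested for the same reason. GC content and transcript length were not examined. With the number removed, the axis held 10.8% and 10.4% of variance, still above every shuffle. The removal used a slope common to the embryos of a stage, although their score ranges differed, from 1.64 to 40.5 at the 4-cell stage. A trend with the number can therefore remain, and whether the axis stands apart from the number was not settled.

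The rise in dissimilarity between sisters was set against technical sources. A difference in library size between stages is argued against, since the rises of 0.0229 and 0.0375 were measured at equal totals. For the rise from the 4-cell to the 8-cell stage, the trend along blastomere number was not excluded as a source. Sisters with adjacent numbers differed by 0.0280 more at the 8-cell stage (exact permutation p 0.00794). The mean step between adjacent numbers was 10.7 at the 4-cell and 5.71 at the 8-cell stage. Both steps were measured along the axis learned in the 4-cell embryos, which favours a larger 4-cell step. They therefore do not settle whether the trend grew. From the 2-cell to the 4-cell stage adjacent sisters differed by 0.0149 more (exact permutation p 0.00666). Along the same axis the step grew from -0.0891, so trend and divergence cannot be told apart there either. Fewer RNA molecules per blastomere, which halving of cell volume at each division would bring, cannot be told apart from divergence. If molecule numbers were the source, the rise should shrink as abundance grows. Over the 102 genes of at least 1000 CPM the median SD between sisters rose by 0.0340 on the log2 scale from the 2-cell to the 4-cell stage (exact permutation p 0.103, adjusted 0.124 over 6) and by 0.0153 from the 4-cell to the 8-cell stage (exact permutation p 0.516, adjusted 0.516). Over the 2104 genes between 100 and 1000 CPM the rises were 0.0631 (exact permutation p 0.00266, adjusted 0.00799) and 0.0543 (exact permutation p 0.0238, adjusted 0.0357). Over the 5115 genes between 10 and 100 CPM they were 0.127 (exact permutation p 0.000666, adjusted 0.00400) and 0.126 (exact permutation p 0.00794, adjusted 0.0159). The rises were thus smaller in more abundant genes, which fewer molecules per blastomere would give. Developmental divergence of sisters remains an untested explanation beside it.

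Genes that rose at the 8-cell stage varied together between 8-cell sisters. Over the 157 called genes with at least 10 CPM, the mean pairwise correlation between sisters was 0.185, and it was positive in each of 5 embryos, from 0.103 to 0.349. Random sets of like abundance reached at most 0.0162 in 1000 draws. Sets matched on mean and on spread between sisters reached at most 0.0714, so a wide spread alone does not account for it. With library size, genes detected and blastomere number removed the correlation was 0.147, and with the score on the shared axis removed it was 0.208, above all 1000 random sets in both cases, which argues against these as the whole source. Each was removed with a slope common to the embryos, so trends that differ between embryos may remain. The 105 genes that fell had a mean correlation of 0.0610, above their random sets as well. A hypothesis that fits these values is that sisters of an 8-cell embryo differ in how far activation of the genome has gone. It was found and tested on the same embryos, and contamination between libraries and gene length were not tested.

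Ribosomal protein genes, NDUF genes and ATP5 genes were lower at the 2-cell than at the 1-cell stage. Their median log2 fold changes were -1.44 for 80 genes, -1.24 for 36 genes and -1.36 for 19 genes, or -1.55, -1.34 and -1.46 relative to the median of all genes, with 75, 24 and 16 genes lower at an edgeR adjusted p under 0.05 and 0, 2 and 2 higher. Scaling is not the whole source, since under library size alone, which moved the median gene to 0.44, the medians were -1.06, -0.85 and -0.96, or -1.51, -1.29 and -1.41 relative to that median. All 3 medians stayed below 0 in the next comparison too, at -0.75, -0.66 and -0.69, and were below 0 under each of the 3 scalings. Reads shared with pseudogenes remain open for the ribosomal protein genes, although NDUF genes, with a median of -1.24, went the same way. Many of these transcripts are short and a loss or gain of short molecules in library preparation could give the same picture, which was not tested. A decay of stored maternal transcripts would too, and was not tested either.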
